A study of Glycine max with 4 samples. Its data were reported in "Genome-wide profiling of soybean WRINKLED1 transcription factor binding sites provides insight into seed storage lipid biosynthesis" (2024).

How the data were processed

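Cot stage embryos of Williams 82 were crosslinked with formaldehyde and their chromatin was sonicated to fragments of 100 to 500 bp. Each immunoprecipitation used 3 µg of antibody, and the ChIP and input libraries were amplified with 15 PCR cycles. Samples were assigned to the groups GmWRI1 ChIP (2 samples) and input (2 samples), and to replicates 1 and 2, from their titles. Each peak list was assigned to a ChIP replicate through the sample description that names it, and the input of the same number carries the same description. The lists carry replicate numbers in their names that differ from those in the sample titles, and replicates 1 and 2 here follow the titles.

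The authors called narrow peaks with MACS3 at a q-value limit of 0.01, separately for each ChIP replicate against an input and without pooling the replicates. The build, Wm82.a2.v1, was taken from the study's supplement, and the chromosome names of the lists follow it. The deposited lists give for each region its start, its end and its summit. The fold enrichment is a ratio computed by the authors' peak caller, the ChIP fragments over the local input background at the summit with a count of 1 added to both. The deposited −log10 p-value and −log10 q-value are from the same peak caller, and the smallest −log10 q was 2.11 in replicate 1 and 2.04 in replicate 2. The deposited score of each region is the whole part of 10 times its −log10 q, within 1 unit, and was not used further. No 2 regions of a list had the same start and end. Filters on reads and the handling of PCR duplicates were not known, and they could change the number of fragments at a summit.

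The fragments and the local background at each summit were recovered from the deposited fold enrichment and −log10 p-value. For each whole number of fragments up to 1500, the background that gives the stated fold enrichment was computed, and the number whose Poisson upper tail came closest to the stated −log10 p was kept if it lay within a relative error of 0.0001. All regions of both lists met this limit. The added count was also left out of the formula, in a search over fewer fragment numbers that skipped the regions of highest −log10 p. Of the regions searched, 0.850% in replicate 1 and 0.654% in replicate 2 met the limit. The recovery was tested on 200 simulated summits and returned the true number of fragments for 100% of them, and 1.0% of 200 unrelated p-values met the limit. The genome background was taken as the lowest local background of a list. It rises with the depth and with the fragment length of the ChIP library. The ratio of these backgrounds between replicates therefore measures depth only if the fragment lengths were alike. That length was not known for either library. The narrowest region was 179 bp wide in replicate 1 and 145 bp in replicate 2, so alike lengths cannot be assumed. The weight of 1 input fragment was taken as the step that divided the largest share of the low backgrounds, 41.3% in replicate 1 and 42.0% in replicate 2. Read depths per library were not used. Without molecular identifiers, fragments are not certain to be independent molecules, so all intervals cover counting error only.

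Regions were shared when they overlapped by at least 1 bp. Chance overlap was measured with 10000 random placements of the replicate 2 regions within their own chromosomes, keeping their widths. The end of the last region of either list stood in for the length of each chromosome. On simulated regions, all 200 planted overlaps were found and the mean chance overlap was 1.00 times its expected value over 500 placements. The rank agreement used Spearman's rho and Pearson's r of log2 fold enrichment with a permutation test of 100000 resamples. Detection by enrichment used Fisher's exact test between the upper and lower quartile of replicate 1 fold enrichment. Shares have Wilson 95% intervals and fragment numbers have exact Poisson 95% intervals. The test of width in the closing observations compared regions of at least 1500 bp with narrower ones, within 5 bins of replicate 1 fold enrichment, in 10000 permutations. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

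The main settings and most alternatives were fixed before the data were examined. These alternatives were q limits of 0.001 and 1e-05, an overlap of at least 50% of both regions, summits within 100 bp, placement within 500 kb, the share of replicate 2 regions, −log10 q in place of fold enrichment, and every entry of the lists in place of distinct regions. Leaving out regions at a background over 10 times the genome background, and leaving out the added count, were chosen after seeing the data. The regions named in the text were fixed by rule before the data were examined as the 5 shared regions with the highest mean fold enrichment, after ACP4, BCCP2, CAC2, ACP3, GmWRI1-A and GmWRI1-B. These genes, the location of summits in genes and around transcription start sites, bound genes, the enrichment of fatty acid and triacylglycerol genes, and the AW Box, CNC Box, G Box, RY and CCAAT Box motifs were planned but not analysed here, because the genome and gene annotation of build Wm82.a2.v1 were not used here. The gene table at hand belongs to assembly Glycine_max_v4.0, a different build, and 0 of its 59048 genes matched an identifier of the Glyma form, so none of its coordinates or names were used.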

Results

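GmWRI1 stands for GmWRI1-A and GmWRI1-B, a pair among several soybean homologs of WRINKLED1, a transcription factor of the AP2 family that activates genes for fatty acid synthesis in seeds. Their binding sites were mapped by ChIP-Seq in embryos of the cultivar Williams 82 at the cotyledon (cot) stage, dissected from seeds of 3.5 to 4.5 mm. In this assay, proteins are crosslinked to DNA, the chromatin is sheared, and the fragments that an antibody pulls down are sequenced and compared with total chromatin (input) that was set aside before the pull-down. The data set comprised 4 samples, 2 GmWRI1 ChIP samples and 2 input samples, numbered as biological replicates 1 and 2. The antibody was raised against a peptide of GmWRI1-A and is described by the study as recognizing GmWRI1-B as well, so the peaks do not tell these proteins apart. The processed data were 2 peak lists, 1 for each ChIP replicate, so every comparison below had 2 biological replicates at most and the spread between replicates could be described but not tested. Positions refer to soybean genome build Wm82.a2.v1. The fold enrichment, −log10 p-value and −log10 q-value of each region are those of the authors' peak caller.

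The first question was how many GmWRI1 ChIP-Seq peaks each replicate gave and how strongly they were enriched over input. Replicate 1 had 7042 regions that covered 2922 kb, and replicate 2 had 2142 regions that covered 747.5 kb. Replicate 1 thus had 3.29 times as many regions as replicate 2, a difference that has no replicate test. Under a stricter limit of q below 1e-05, the setting that moved these numbers most, replicate 1 kept 5938 regions and replicate 2 kept 1877. The median region was 312 bp wide in replicate 1 and 273 bp wide in replicate 2. The median fold enrichment over the local input background was 4.95 in replicate 1 (exact binomial 95% interval of the median 4.88 to 5.00) and 6.04 in replicate 2 (5.88 to 6.18). The range of fold enrichment was 1.41 to 71.6 in replicate 1 and 1.44 to 57.3 in replicate 2. These medians describe lists of different length, so they do not rank the replicates by enrichment.

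The regions lay on all 20 chromosomes, with 30 further regions on unplaced scaffolds in replicate 1 and 10 in replicate 2. Replicate 1 had between 229 regions on chromosome 16 and 491 on chromosome 13. Replicate 2 had between 66 on chromosome 16 and 136, a number reached on chromosomes 2, 6 and 13. The ratio of replicate 1 to replicate 2 regions ran from 2.79 on chromosome 9 to 4.01 on chromosome 4, so replicate 2 had fewer regions on each of the 20 chromosomes.

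The depth behind each peak was read from the lists themselves, because the fold enrichment and the p-value at a summit together fix the number of ChIP fragments there and the local background expected from the input. A whole number of fragments was found for 100% of the regions in both replicates. The median summit held 26 fragments in replicate 1 (interquartile range 21 to 42) and 28 in replicate 2 (20 to 55). The smallest number of fragments at a summit was 14 in replicate 1 and 12 in replicate 2. The lowest local background, which is the genome-wide average that the peak caller uses as its floor, was 3.37 fragments in replicate 1 and 2.40 in replicate 2, a ratio of 0.712. The weight given to 1 input fragment was taken as the step that divided the largest share of the low background values. This share was 41.3% in replicate 1 and 42.0% in replicate 2. The step was 0.461 in replicate 1 and 0.528 in replicate 2. If it is that weight and the peak caller scaled the input to the ChIP, the input had 2.17 and 1.89 times the ChIP depth. No share expected by chance for the best step was set against 41.3% and 42.0%, so these depths are tentative. The total number of reads per library was not analysed here.

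The second question was whether the same sites were found in both replicates. Of the 7042 regions of replicate 1, 1974 were overlapped by a replicate 2 region by at least 1 bp (28.0%, Wilson 95% interval 27.0% to 29.1%). Of the 2142 regions of replicate 2, 2086 overlapped a replicate 1 region (97.4%, Wilson 95% interval 96.6% to 98.0%), which left 56 regions seen in replicate 2 alone and 5068 seen in replicate 1 alone. When the replicate 2 regions were placed at random within their own chromosomes, a mean of 13.4 ± 3.61 (SD over 10000 placements) replicate 1 regions were overlapped, and at most 28 in any placement. The observed overlap lay above every placement (permutation test by random placement, one-sided, p = 1e-04, the smallest value that 10000 placements can give). Placement within 500 kb of each region's own position raised the mean to 26.9 regions and left the p-value at 1e-04 in the same permutation test. The rule that moved the shared fraction most was an overlap of at least 50% of both regions, under which 1484 regions were shared, 21.1% of replicate 1 and 69.3% of replicate 2. The summits of shared regions were close to each other, with a median distance of 23.5 bp, and 89.4% of them lay within 100 bp.

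Peaks that replicate 2 recovered were the stronger ones of replicate 1. Shared replicate 1 regions had a median fold enrichment of 9.64 and a median of 62 fragments at the summit, and those seen in replicate 1 alone had a median fold enrichment of 4.53 and a median of 23 fragments. In the upper quartile of replicate 1 fold enrichment, 1377 of 1761 regions were shared (78.2%, Wilson 95% interval 76.2% to 80.1%). In the lower quartile, 229 of 1760 regions were shared (Wilson 95% interval 11.5% to 14.7%). The difference of 65.2 percentage points had a −log10 p of 359 in Fisher's exact test (two-sided), with regions as units, which are not independent replicates. With the rule of 50% overlap of both regions, the setting that moved it most, the difference was 45.3 percentage points.

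Enrichment was also ranked alike at the sites that both replicates shared. Across the 1974 shared replicate 1 regions, each taken with its replicate 2 partner of highest fold enrichment, Spearman's rho was 0.822 (permutation test with 100000 resamples, two-sided, p = 1e-05). Pearson's r of the log2 fold enrichment was 0.902 (permutation test, two-sided, p = 1e-05). Both p-values are the smallest that 100000 resamples can give. The same relation was also computed under the alternatives that apply to it, and rho lay between 0.753 and 0.890. The relation runs across regions within 1 pair of libraries, and regions are not independent replicates. The shared regions fell into separate clouds of low and of higher fold enrichment, and without those at a high input background (defined below) rho was 0.753 and r was 0.826 across 1767 regions, the largest change in rho under any alternative.

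**Figure D1:**
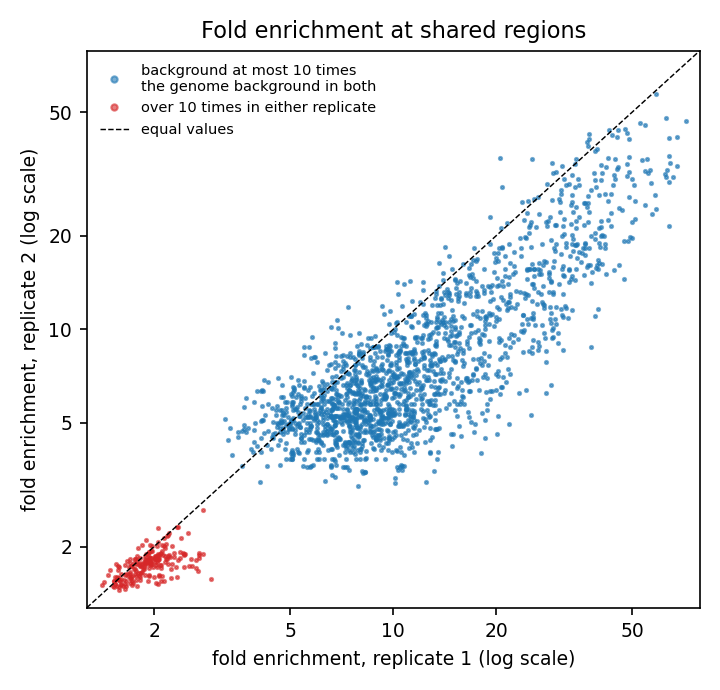
Fold enrichment of each of the 1974 shared regions in replicate 1 (x axis, fold over local input background, log scale) against its replicate 2 partner (y axis, same unit, log scale), where each point is 1 region and the dashed line marks equal values. Regions at a background over 10 times the genome background in either replicate (red) form a cloud of their own at low fold enrichment, apart from the remaining 1767 regions (blue).

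The local background at the summits separated the regions of each replicate into 2 classes. In most regions it was close to the genome background, and in a second class it was over 10 times as high. This class held 256 regions of replicate 1 (3.64%, Wilson 95% interval 3.22% to 4.10%) and 222 regions of replicate 2 (10.4%, Wilson 95% interval 9.14% to 11.7%). Between 3 and 10 times the genome background there were 9 regions in replicate 1 and 5 in replicate 2. The regions of the high-background class had a median background 25.4 times the genome background in replicate 1 and 39.8 times in replicate 2. Their median fold enrichment was 1.93 in replicate 1 and 1.75 in replicate 2, against 5.04 and 6.44 for the remaining regions. They rested on many fragments, with a median of 158 at the summit in replicate 1 and 161 in replicate 2. The limit of 10 times was chosen after the distribution of the background had been seen.

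**Figure D2:**
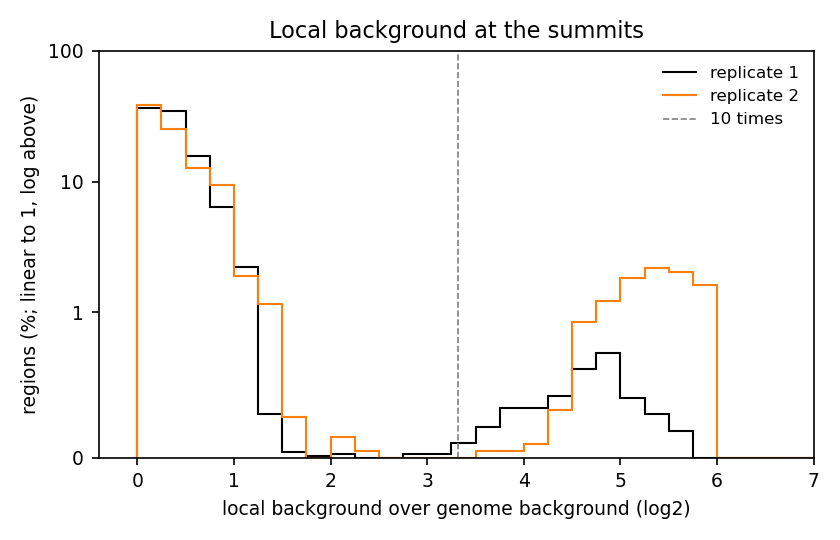
Local background at the summit over the genome background of the same replicate (x axis, log2) against the share of regions (y axis, percent, linear up to 1 and log above) for replicate 1 (black) and replicate 2 (orange). The dashed line marks 10 times the genome background, with 256 regions of replicate 1 and 222 of replicate 2 to its right.

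High-background regions were shared more often than the rest of replicate 1. Of the 256 such regions, 206 were overlapped in replicate 2 (80.5%, Wilson 95% interval 75.2% to 84.9%), and of the other 6786 regions, 1768 were (26.1%, Wilson 95% interval 25.0% to 27.1%; Fisher's exact test across regions, two-sided, p = 8.5e-71). Among replicate 2 regions the class was not shared more often. There, 213 of 222 high-background regions were shared (95.9%, Wilson 95% interval 92.5% to 97.9%). Of the other 1920 replicate 2 regions, 1873 were shared (97.6%, Wilson 95% interval 96.8% to 98.2%). All 206 shared high-background regions of replicate 1 were paired with a replicate 2 region that was also in the class. They made up 10.4% of the shared replicate 1 regions. They set the shape of the relation between enrichment and detection. In the lowest decile of replicate 1 fold enrichment, 211 of 705 regions were shared (29.9%), against 12 of 704 in the second decile (1.70%). Without the high-background regions, 9 of 679 regions of the lowest decile were shared (1.33%, Wilson 95% interval 0.699% to 2.50%), and the shared fraction then rose through every decile to 675 of 679 in the highest (99.4%, Wilson 95% interval 98.5% to 99.8%). In this set the lower quartile fell to 1.59% shared and the upper quartile was 80.0% shared.

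**Figure D3:**
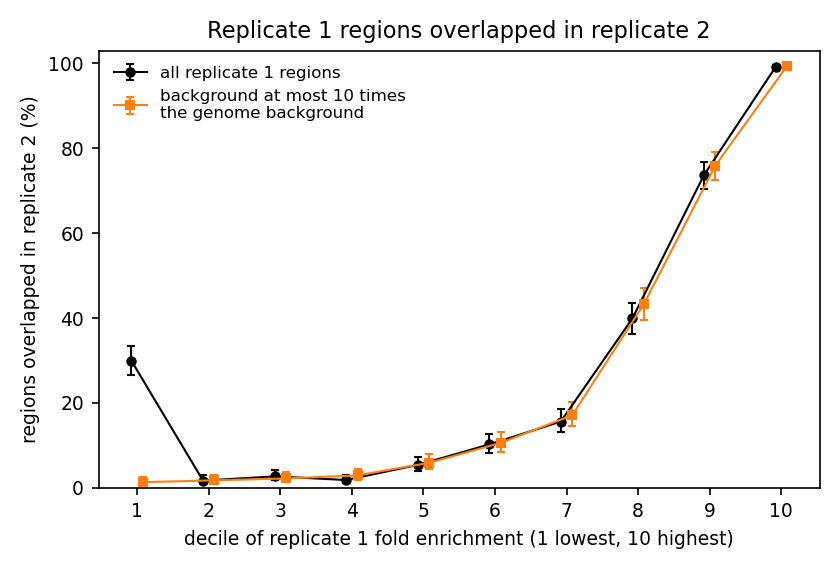
Percentage of replicate 1 regions overlapped in replicate 2 (y axis) in each decile of replicate 1 fold enrichment (x axis, 1 lowest to 10 highest), with Wilson 95% intervals as bars. All regions (black circles) start at 29.9% in the lowest decile, whereas regions at a background of at most 10 times the genome background (orange squares) start at 1.33% and reach 99.4%.

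The 5 shared regions with the highest mean fold enrichment of both replicates lay on 5 different chromosomes. The intervals given for them are exact Poisson 95% intervals of the fragment number at the summit, which cover counting error alone, and the SD is over the 2 replicates. The first was on chromosome 14 from 46831676 to 46834428, with a mean fold enrichment of 59.2 ± 17.6 (SD, n = 2). It had 313 fragments at its summit in replicate 1 (279 to 350) and 158 in replicate 2 (134 to 185). The next was on chromosome 9 from 43985218 to 43985857 and had nearly equal enrichment in both replicates, 58.1 ± 1.09 (SD, n = 2), with 291 fragments in replicate 1 (259 to 326) and 210 in replicate 2 (183 to 240). It was 640 bp wide, whereas the other 4 regions were 2058 bp to 3736 bp wide. The region on chromosome 6 from 9750596 to 9753617 had a fold enrichment of 62.7 in replicate 1 and 47.9 in replicate 2. On chromosome 1, the region from 5596796 to 5600531 had a fold enrichment of 67.4 in replicate 1 and 41.5 in replicate 2. On chromosome 15, the region from 49880047 to 49882104 had a fold enrichment of 64.2 in replicate 1 and 41.4 in replicate 2. The summits of these 5 regions differed between replicates by at most 21 bp. The genes and gene features at these positions, and the position of any GmWRI1 ChIP-Seq peak relative to a transcription start site, were not analysed here.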

Values the study reported

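The study reported 11,203 genes bound by GmWRI1 in embryos of the early maturation (em) stage. For the cot stage it described fewer bound genes than at the em stage, nearly all of them bound at the em stage as well, and stated that the cot stage libraries fell short of the ENCODE quality limits for ChIP-Seq that the em stage libraries met.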

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

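Over 7 results (the number of regions and the median fold enrichment of each replicate, the shared fraction, the rank agreement and the difference in detection), 36 values were computed under alternatives, with the number and the median of each replicate counted separately. Of these values, 28 came from the 19 alternatives that were fixed before the data were examined and could be run, and 8 from the 5 chosen after seeing the data. Of the 36 values, 32 kept the direction and the side of the threshold, the count within 1.5 times, or the median within its 95% interval. Several of these could not have changed. No region was listed more than once, and placement within 500 kb leaves the shared fraction itself as it was. The shared fraction was judged by its placement p-value and not by its size. The shared fraction of replicate 1 lay between 21.1% and 29.7%, rho between 0.753 and 0.890, and the difference between the upper and lower quartile between 45.3 and 79.1 percentage points. The permutation p-values of the shared fraction and of rho were the smallest their resamples can give under each alternative, 1e-04 and 1e-05.

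The 4 values that moved were medians of fold enrichment. At q below 1e-05 the median was 5.36 in replicate 1 and 6.52 in replicate 2. Without the high-background regions, an alternative chosen after seeing the data, it was 5.04 in replicate 1 and 6.44 in replicate 2. The high-background regions left out had a median fold enrichment of 1.93 in replicate 1 and 1.75 in replicate 2. For the stricter q limit the cause was not tested. Counting every entry in place of distinct regions changed no number.

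Of 102 alternatives listed before the data were examined, 83 were not run. They belong to 9 results on summits in genes, summits around the transcription start site, bound genes, fatty acid and triacylglycerol genes, and 5 motifs, which were not analysed here. Leaving out a replicate left 1 list, from which no shared fraction, rank agreement or detection can be computed. No paired analysis was possible because the inputs enter only through the authors' peak calling, so no test here compared the groups.

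By thinning of the summits, depth limited only part of the regions seen in replicate 1 alone. Thinning the replicate 1 fragments and background to 0.712 left a median of 6282 of the 7042 regions past the replicate 2 limit. This number is raised by the selection of regions with high fragment numbers, and it took no account of the width of a region. The factor measures depth only if the fragment lengths were alike. The absence of a region from replicate 2 does not show that it was unbound there.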

Other observations

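Of the tests below, those of the high input background, of chance placement and of regression to the mean were chosen after the result was seen. The relation of width to the replicate ratio had been seen over all shared regions before its tests were chosen. The design names no difference between the replicates, so no biological explanation was tested.

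Replicate 2 had 2142 regions and replicate 1 had 7042. Lower depth of the replicate 2 libraries was tested by thinning the fragments and the background at each replicate 1 summit to 0.712 of their number and counting the regions that stayed at or above the lowest −log10 p of the replicate 2 list, 5.09. A median of 6282 regions stayed (95% of 1000 draws between 6238 and 6322), far above the replicate 2 number. The factor of 0.712 stands for depth only if the fragment lengths were alike. Only the summit was tested and no minimum width was set, whereas the narrowest replicate 2 region was 145 bp wide. Regions that stayed could be too narrow to be listed, which would inflate this number and those of the later thinnings. Depth alone also leaves the ratio of fragments to background unchanged, whereas this ratio was lower in replicate 2 at 634 of the 700 shared regions with a replicate 1 fold enrichment of at least 12.5, the lower limit of the highest decile, in which 99.1% of regions were shared. The median log2 difference there was -0.76. Scaling the fragments above background by 0.692 as well, the median replicate ratio at 1767 shared regions, left 4254 regions (4199 to 4311), against 1974 that were overlapped. Fragment numbers of regions picked for being high tend to be too high, which inflates these counts. An empirical Bayes correction for Poisson counts was used at the 4301 regions whose fragments it lowered, all with at least 23 fragments, from a median of 32 to 29.7. Nearer the limit of the list it raised the fragments instead, from a median of 19 to 22.0 in the lowest decile without high-background regions, so it corrects no selection there and regions with raised numbers were left out. These also included 136 strong regions of 107 to 143 fragments, all of them shared. In the lowest decile the same model would keep 17.6% of regions, against 1.33% shared. With that correction and the enrichment ratio of the highest decile, 0.573, a median of 2598 of the 4301 regions stayed (2548 to 2647), 60.4%, against 1614 that were overlapped in replicate 2, 37.5%. With the 136 strong regions included, 61.7% of 4437 regions stayed, against 39.4% overlapped. The gap left over may reflect the missing width limit or variation between libraries beyond Poisson counting. It may also reflect a loss of enrichment that is larger at weak sites than at strong ones. None of these was tested.

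The lowest decile of replicate 1 fold enrichment was shared more often than the deciles just above it. Chance overlap argues little for this, since random placement within 500 kb overlapped a mean of 4.19 regions of the lowest decile and at most 12, against 211 observed. Of those 211 regions, 206 (97.6%) lay at a background over 10 times the genome background, and the excess was gone without them. These regions are consistent with loci where input and ChIP libraries alike collect many reads, such as repeats that the assembly holds in too few copies. The sequence of these loci was not analysed here, so that source remains a hypothesis.

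Wide replicate 1 regions lost more enrichment in replicate 2 than narrow ones. Among 379 shared regions with a replicate 1 fold enrichment of at least 20, the fold enrichment was lower in replicate 2 at all 91 regions of at least 1500 bp, with a median log2 ratio of -1.15, and at 267 of the 288 narrower ones, with a median of -0.75. Within 5 bins of replicate 1 fold enrichment the mean difference was -0.52 on the log2 scale (permutation test, two-sided, p = 1e-04, the smallest value 10000 permutations can give), beyond the range of the permutations, -0.25 to 0.23, so a higher replicate 1 fold enrichment of the wide regions does not account for it. With fragments over background, a ratio that depth does not change, the difference was -0.51 (permutation test, two-sided, p = 1e-04). It was -0.53 among the 59 wide and 284 narrow regions with exactly 1 replicate 2 partner (permutation test, two-sided, p = 1e-04). Division of wide regions therefore does not account for it either. These permutation tests took regions of 1 pair of libraries as units. Such regions are not independent replicates, so the p-values do not measure variation between libraries. High input background does not account for wide regions as a class, since 2 of all 144 replicate 1 regions of at least 1500 bp, whatever their fold enrichment, lay at over 10 times the genome background. The limit of 20 itself keeps such regions out of the sets compared above. None of the comparisons of width controls for a difference in fragment length between the replicates, which was not known. A candidate explanation that stays open is that part of the signal in wide regions comes from chromatin that the pull-down enriches to a different extent in each preparation. That could be tested with a control pull-down and with the expression of the underlying genes, which were not analysed here.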
